A study of Homo sapiens with 30 samples.

How the data were processed

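RNA was measured in 8 libraries of HEK293FT, a human embryonic kidney cell line, in 4 groups of 2 libraries each. The groups were a nuclear fraction, a cytosolic fraction, and 2 preparations of RNA labelled near the nuclear lamina by the peroxidase APEX2, a native one and one fixed with paraformaldehyde (PFA). Per the labels, all 8 came from asynchronous cells transfected with a fusion of APEX2 and lamin B1, the RNA was extracted with Trizol, and ribosomal RNA was depleted before library preparation. Lamina-associated domains were mapped in HCT116, a human colorectal carcinoma line, from 12 samples of pulled-down and input DNA in G1, S and G2.

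The deposited RNA values are read counts per gene symbol, which the authors made with featureCounts 1.5.2 on the hg19 build and the RefFlat annotation, per the file headers. The headers state that strand was ignored and that a read overlapping several genes was counted for each of them, and they do not name the aligner. The header of cytosolic replicate 1 gives the output name of nuclear replicate 1, while its input is named as cytosolic replicate 1. Its log2 CPM correlated at 0.967 with cytosolic replicate 2 and at 0.820 with nuclear replicate 1, so it was kept as labelled. Counts of overlapping and antisense genes, such as XIST and TSIX or MALAT1 and TALAM1, are therefore uncertain, and so are those of near-identical paralogs such as the HIST1H genes and LILRB3. The same holds for any small nucleolar RNA that lies inside its host gene. The deposited domain lists hold 1 consensus list of intervals per stage without scores. A hidden Markov model is named in the lists' titles, while the caller, its windows and the way replicates were combined are not stated. The intervals lie on a 100 kb grid except for 5 edges, and those at chromosome ends match hg19 lengths. No replicate spread can be given for the domains.

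Total counts per library ran from 2321291 to 8557777. The table held 27630 genes, of which 3981 had no count in any library. A count of 3 or fewer was taken as the floor, which equals 0.351 to 1.29 CPM (counts scaled to library size). Shares of a library's counts are given with 95% Wilson intervals, and the widest among those printed reached 0.0377 percentage points to either side. Reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only.

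Genes were filtered with filterByExpr by group, which left 16504 genes. They were tested with edgeR 4.0.16 under R 4.3.3, with TMM factors and the quasi-likelihood test in 1 fit of all 8 libraries, with 1 coefficient per group and no block. The 6 contrasts between the 4 groups were each adjusted by Benjamini-Hochberg, and an adjusted p under 0.05 counted as a call. Normalised values are CPM after TMM scaling, given as mean ± SD of 2 libraries. A gene above both fractions was one called higher in a lamina preparation than in the nuclear and in the cytosolic fraction.

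The comparisons of both preparations share their control libraries. The counts and correlations that arise without any lamina difference were therefore simulated 20 times, with lamina libraries drawn like the nuclear fraction. In 20 further simulations each lamina library was drawn as a mixture of nuclear and cytosolic RNA at its own fitted weight. The weight of nuclear RNA in a library was fitted over 7810 genes called between the fractions. The 7 gene lists were chosen by symbol pattern and tested with camera of limma 3.58.1 at a preset correlation of 0.01, and with fry and camera with an estimated correlation as alternatives, adjusted over the 42 tests. Transcript length was the exonic length in the files.

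Overlap between stages was measured in bases as the Jaccard index, beside 1000 circular shifts of one list within each chromosome. Genes wholly inside a domain were compared, by the median log2 fold change, with 10000 random gene lists matched on mean expression in 10 classes and exonic length in 5 classes. RNA and domains come from different cell lines.

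The test, the filter, the lists and the alternatives were fixed before the data were examined. Genes were named by a fixed rule. In each contrast these were the 3 genes with the largest positive and the 3 with the largest negative log2 fold change among called genes with an exonic length of at least 300 bases, all features on 1 chromosome and at least 50 counts in each library of the higher group. A fixed list of 12 genes was added, of which 11 were in the table and RN7SK was not. Named domains were the 3 longest intervals covered in all 3 stages and, per stage, the longest domain without a base in the other stages. Any other gene named was chosen after its values were seen.

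Alternatives were DESeq2 size factors within edgeR, total counts without further scaling, upper-quartile factors, no filter, at least 10 counts in every library, only genes of at least 300 exonic bases on 1 chromosome, a replicate block, the Wald test of DESeq2 1.42.0, fits of only the 4 libraries compared, a minimum change of 2-fold, and leaving out each library in turn. For domains they were leaving out chromosomes X and Y, only domains of at least 500 kb, and, in place of the Jaccard index, the share of domains that had at least 1 base, or at least 0.5 of their length, in the other stage. With 2 libraries per group, no other regrouping of samples was tested.

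The code was tested on simulated data. Of 200 changed genes among 16214, edgeR recovered 62% to 67.5% depending on the contrast, and 7.30% to 9.40% of its calls were false. DESeq2 recovered 67.5% to 71%, with 15.0% to 20.1% false. In 2 contrasts without planted changes edgeR made 2 calls and 0 calls. Camera gave an unadjusted p under 0.05 for 2 of 100 random lists. Computed overlaps differed from interval arithmetic in 0 of 50 simulated pairs of lists, and 7 of 100 unshifted gene lists fell outside the central 95% of random lists. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.

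The 6 samples of H3K9me3 immunoprecipitation and input were not analysed here. Neither were 4 samples of K562, a leukaemia line, since their titles and material labels contradict each other.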

Results

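RNA abundance per gene was measured in 8 HEK293FT libraries that fell into 4 groups of 2: nuclear fraction, cytosolic fraction, native lamina and PFA-fixed lamina. APEX2 fused to lamin B1 labels molecules close to the nuclear lamina, the protein layer beneath the inner nuclear membrane. Total counts were 6517331 and 6710602 in the nuclear libraries, 7280956 and 5802728 in the cytosolic libraries, 8557777 and 5992656 at the native lamina, and 5859026 and 2321291 at the PFA lamina. The labels give no unlabelled or untransfected control library, so the fractions served as the background. Lamina-associated domains of HCT116 were given as 1 list per cell cycle stage.

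LMNB1, the gene of the transfected fusion, was examined first. It took 0.319% (95% Wilson interval 0.314 to 0.323) and 0.304% (0.300 to 0.308) of counts in the nuclear libraries, and 0.431% (0.426 to 0.436) and 0.520% (0.514 to 0.526) in the cytosolic libraries. At the PFA lamina its share was 8.89% (8.87 to 8.91) and 9.49% (9.45 to 9.52). At the native lamina it was 8.60% (8.58 to 8.62) in replicate 1 and 2.96% (2.95 to 2.98) in replicate 2, a gap wider than either interval. Counts cannot separate the endogenous transcript from that of the construct. The share of the long nuclear RNA XIST was 3.58% (3.57 to 3.60) and 3.29% (3.28 to 3.31) in the nuclear libraries and 0.220% (0.217 to 0.224) and 0.140% (0.137 to 0.143) in the cytosolic ones. It was 2.49% (2.483 to 2.504) and 3.05% (3.03 to 3.06) at the native lamina. The PFA replicates lay apart, at 0.121% (0.118 to 0.124) and 1.89% (1.87 to 1.91).

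**Figure D1:**
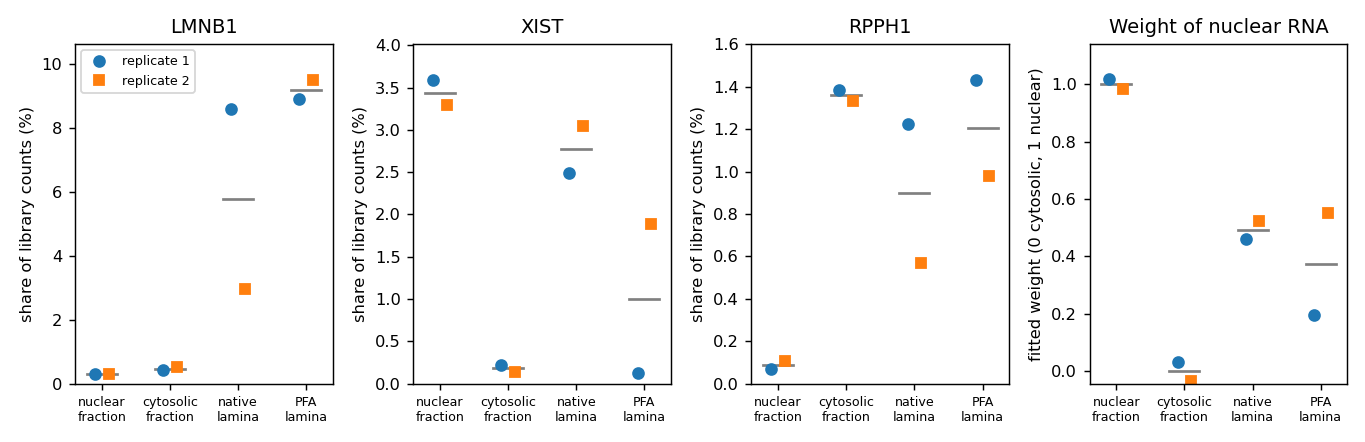
Share of library counts (%) of LMNB1, XIST and RPPH1, and the fitted weight of nuclear RNA, for each of the 8 libraries, with points for replicates and bars for group means of 2. The weight was 0.196 in PFA replicate 1 and 0.550 in PFA replicate 2, while the native libraries had 0.461 and 0.522.

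Correlation of log2 CPM (counts scaled to library size) across genes, which are not independent replicates, was 0.967 between the nuclear replicates, 0.967 between the cytosolic replicates, 0.969 between the native replicates and 0.909 between the PFA replicates. PFA replicate 1 correlated at 0.951 with cytosolic replicate 1 and at 0.952 with native replicate 1, above its value with its own replicate. PFA replicate 2 also lay above that value with the native libraries, at 0.957 with replicate 1 and 0.944 with replicate 2. With the cytosolic libraries it lay below, at 0.887 and 0.880. Described as a mixture of the fractions, PFA replicate 1 had a fitted weight of nuclear RNA of 0.196 and PFA replicate 2 one of 0.550. The labels give no sequencing date or batch, so no comparison within batches could be made.

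The comparison of the fractions shows which RNAs each contained. Of 16504 genes tested, 4314 were higher and 3497 lower in the nuclear than in the cytosolic fraction (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Among the alternatives that tested the same genes, upper-quartile factors moved this most, to 5248 and 2519. They raised the share of calls that were higher from 55.2% to 67.6%, and moved the median log2 fold change of all genes by 0.27. The largest nuclear changes by the naming rule were ADAM20 (hg19, chromosome 14, 70989078 to 71001732), ECM2 (chromosome 9, 95255829 to 95298374) and LILRB3 (chromosome 19, 54720147 to 54746711). None had a count in either cytosolic library. Set against the floor of 3 counts, ADAM20 was at least 27.3-fold higher (adjusted p 0.00158), ECM2 at least 25.3-fold higher (adjusted p 0.00157; 16.6-fold without nuclear replicate 1) and LILRB3, a gene with close paralogs, at least 25.3-fold higher (adjusted p 0.00151) by edgeR. On the cytosolic side RPPH1, the RNA of ribonuclease P (chromosome 14, 20811230 to 20811570), had a log2 fold change of -3.93 (SE 0.57, edgeR adjusted p 6.90e-04), from 14925 ± 2018 to 981 ± 372 normalised CPM (SD, n = 2). No separate test of the purity of the fractions was made, so its place in the intact cell cannot be read from this. The paralogous histone genes HIST1H3F and HIST1H3H (chromosome 6) had log2 fold changes of -3.54 (-4.45 without nuclear replicate 2) and -3.41.

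Of the 11 fixed genes, 9 differed between the fractions over all genes tested, and 9 did adjusted over the list alone. MALAT1 had a log2 fold change of 3.96 (SE 0.71, edgeR adjusted p 0.00134), NEAT1 of 3.93 (3.02 without nuclear replicate 2), XIST of 4.27 and KCNQ1OT1 of 5.75, all higher in the nuclear fraction in each of the 4 replicate pairings. GAPDH had -2.81 (-2.0 without cytosolic replicate 2, -3.75 without nuclear replicate 2), ACTB -2.49 and EEF1A1 -1.98. LMNB1 had -0.65 (SE 0.59, edgeR adjusted p 0.375) and LMNA -0.38 (edgeR adjusted p 0.292), neither of which was a call.

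The native lamina was compared with each fraction to find which RNAs were labelled beyond their presence there. Against the nuclear fraction 639 genes were higher and 568 lower. Fits of only the 4 libraries compared moved these counts most, to 2013 and 2355, in which all of the 639 and all of the 568 remained. With total counts in place of TMM the counts were 1656 and 237, so that the share higher rose from 52.9% to 87.5% while the median log2 fold change of all genes moved by 0.28. With upper-quartile factors they were 412 and 652, or 38.7% higher. LMNB1 (chromosome 5, 126112315 to 126172712) led with a log2 fold change of 3.93 (SE 0.66, edgeR adjusted p 0.010), which was 2.96 without native replicate 1. HIST1H1E had 3.54 (SE 0.42, edgeR adjusted p 0.00182) and HIST1H1C 3.42 (edgeR adjusted p 0.00365), both from the histone cluster of chromosome 6. In the other direction were LOC105369632 with -4.49 (edgeR adjusted p 0.0140; -5.20 without native replicate 2), MUC6 with -4.32 (edgeR adjusted p 0.0124) and C20orf173 with -4.27 (edgeR adjusted p 0.0362; -4.92 without native replicate 2). Native replicate 1 had 3 counts of C20orf173, which is the floor, so the value of -4.92 is not exact. Under the Wald test of DESeq2, C20orf173 was no longer called. Of the 11 fixed genes, 2 differed over all genes tested, LMNB1 and ACTB (log2 fold change 1.48), and 3 adjusted over the list alone.

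Most calls followed the difference between the fractions. Of the 639 genes higher at the native lamina than in the nuclear fraction, 583 (91.2%) were also higher in the cytosolic than in the nuclear fraction, and of the 568 lower ones 507 (89.3%) were also higher in the nuclear fraction. Both comparisons share the nuclear libraries, and in simulated data without a lamina difference 0 to 2 genes were called in either direction at the native lamina. In simulated mixtures 769 to 962 were called higher and 196 to 310 lower.

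Against the cytosolic fraction 1154 genes were higher and 1117 lower at the native lamina, and with total counts 1646 and 581, or 73.9% higher against 50.8%. LOC644285 was at least 12.7-fold higher (edgeR adjusted p 0.0150), with both cytosolic libraries at the floor. FAM20A had a log2 fold change of 4.53 (SE 1.08, edgeR adjusted p 0.0180; 3.81 without cytosolic replicate 2), and SEC31B 3.73 (SE 0.53, edgeR adjusted p 0.00427). Without cytosolic replicate 1 the fit for FAM20A gave 8.84, but cytosolic replicate 2 had 0 counts, so this size is not exact. All 3 genes had a higher mean in the nuclear fraction than at the native lamina. In normalised CPM these means were 24.4 against 6.59 for LOC644285, 29.0 against 9.66 for FAM20A and 67.6 against 47.4 for SEC31B. MT1X and MT2A, metallothionein genes on chromosome 16, had -4.03 (SE 0.57, edgeR adjusted p 0.00427) and -3.15 (SE 0.48, edgeR adjusted p 0.00503), and ATP5EP2, named in the annotation like a pseudogene, -3.33 (-3.95 without native replicate 1). Of the fixed genes, 6 differed over all genes tested and 10 adjusted over the list alone. MALAT1 (3.32, 2.62 without native replicate 2), XIST (3.67), KCNQ1OT1 (3.06) and LMNB1 (3.28, 2.31 without native replicate 1) were higher, and GAPDH (-2.27, -1.46 without cytosolic replicate 2) and EEF1A1 (-1.57) lower, as log2 fold changes.

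At the PFA lamina 1589 genes were higher and 1289 lower than in the nuclear fraction, and with only the 4 libraries compared 355 and 249. With total counts they were 1891 and 511, or 78.7% higher against 55.2%, and with upper-quartile factors 1174 and 1604, or 42.3%. LMNB1 had a log2 fold change of 4.72 (SE 0.68, edgeR adjusted p 0.00533), RPPH1 3.60 (SE 0.56, edgeR adjusted p 0.00594) and ANKRD1 3.0 (SE 0.49, edgeR adjusted p 0.00674). The mean of RPPH1 was lower at the PFA lamina than in the cytosolic fraction, at 11923 against 14925 normalised CPM. GCNT7, LINC00216 and P2RY14 were at the floor in both PFA libraries and at least 13.6-fold, 17.4-fold and 17.1-fold lower than in the nuclear fraction. Of the fixed genes, 6 differed over all genes tested and 7 adjusted over the list alone. XIST had -2.09 (SE 0.80, edgeR adjusted p 0.0855) with -1.20 and -4.83 without PFA replicate 1 and 2, and MALAT1 -2.90 (edgeR adjusted p 0.0166) with -2.15 and -4.53.

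Against the cytosolic fraction only 87 genes were higher and 24 lower at the PFA lamina at an adjusted p under 0.05, and 2135 and 1421 were at an unadjusted p under 0.05. Without a filter on low counts the calls were 988 and 538. LMNB1 had a log2 fold change of 4.07 (SE 0.66, edgeR adjusted p 0.0362), AMH 3.51 (4.13 without PFA replicate 1, 2.39 without PFA replicate 2) and LOC648987 3.10. NDRG1 had -3.22 (-2.46 without cytosolic replicate 2), MT1X -3.15 (-4.24 without PFA replicate 1) and ALDOC -2.73 (-2.0 without cytosolic replicate 2). With DESeq2 size factors NDRG1 was no longer called. Of the fixed genes, 2 differed over all genes tested and 7 adjusted over the list alone. The log2 fold changes of MALAT1 (1.05), NEAT1 (0.89), XIST (2.18) and KCNQ1OT1 (2.87) were not called, and each turned negative without PFA replicate 2, to -0.57, -1.10, -0.56 and -0.93.

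The preparations were compared to see what fixation changed. No gene differed between the PFA and the native lamina, with 0 higher and 0 lower, while 897 and 924 had an unadjusted p under 0.05. The smallest adjusted p of edgeR was 0.257. Without a filter 123 and 149 genes were called, and with the Wald test of DESeq2 72 and 181. Of the fixed genes, 0 differed over all genes tested and 1 adjusted over the list alone.

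Log2 fold changes against the nuclear fraction correlated across 16504 genes between the preparations, with Pearson's r 0.830 and Spearman's rho 0.820. Pearson's r was 0.669 to 0.865 over the 4 pairings of libraries, 0.693 without PFA replicate 1 and 0.724 without a filter. Both preparations share the nuclear libraries. In simulated data without any lamina difference r ran from 0.484 to 0.512, and in simulated mixtures of the fractions from 0.819 to 0.836. Spearman's rho ran from 0.461 to 0.478 and from 0.836 to 0.848, so the observed rho lay below all simulated mixtures. Of the 639 genes higher at the native lamina, 469 (73.4%) were also higher at the PFA lamina, and of the 568 lower ones 410 (72.2%) were also lower.

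Genes above both fractions were few. The native lamina had 7 such genes (ZC3H6, ARRDC3, LMNB1, MTDH, ANKRD1, MKI67 and PPP1R12A) and the PFA lamina 8 (RASSF1, LOC648987, ARRDC3, LMNB1, SNHG15, ANKRD1, KRTAP5-AS1 and KRTAP5-2). The overlap was 3 genes: LMNB1, ARRDC3 and ANKRD1. Apart from those set by the naming rule, these genes were named after their values were seen. In simulated data without a lamina difference the counts were 0 to 2, 0 to 1 and 0 to 1, and in simulated mixtures 0 to 2, 0 to 3 and 0 to 1. With total counts 69 genes were above both fractions at the native lamina. ARRDC3 (chromosome 5, 90664449 to 90679190) had 26.6 ± 7.73 normalised CPM in the nuclear fraction, 50.6 ± 9.17 in the cytosolic fraction, 122.7 ± 2.74 at the native lamina and 196.5 ± 14.5 at the PFA lamina (SD, n = 2). ANKRD1 (chromosome 10, 92671857 to 92681032) had 5.09 ± 0.818, 6.03 ± 3.43, 31.0 ± 18.0 and 40.6 ± 10.04 in the same order. KRTAP5-2 and KRTAP5-AS1 overlap, and strand was ignored, so their counts are uncertain. Below both fractions were 27 genes at the native lamina and 1, SNORA53, at the PFA lamina.

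Gene lists were compared in 42 tests, of which 32 had an adjusted p under 0.05 in camera at its preset correlation. Of these, 17 were also called by fry and 0 by camera with an estimated correlation, whose smallest adjusted p was 0.151. Between the fractions, 82 ribosomal protein genes had a median log2 fold change of -1.77, 105 oxidative phosphorylation genes -1.42 and 47 replication-dependent histones -2.90. Small nucleolar and Cajal body RNAs (258 genes) had 2.18, or 2.07 with genes at the floor set to their bound, long non-coding RNA symbols (815 genes) 1.39, small nucleolar RNA host genes 0.88 and zinc finger genes (449 genes) 0.73.

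At the native lamina against the nuclear fraction the histones had 2.03, small nucleolar and Cajal body RNAs -1.13, host genes -0.89 and long non-coding RNA symbols -0.68. Ribosomal protein genes had 0.02 (4 pairings, -0.40 to 0.59; -0.12 with upper-quartile factors), oxidative phosphorylation genes -0.22 (-0.63 to 0.31; 0.06 with total counts), and zinc finger genes -0.27 (0.0077 with total counts). Total counts shifted all genes alike, and relative to their median zinc finger genes lay at -0.20 with TMM and at -0.21 with total counts. Upper-quartile factors moved the median of all genes by -0.15, so the -0.12 of ribosomal protein genes includes that shift. In simulated mixtures of the fractions ribosomal protein genes ran from 0.94 to 1.21 and oxidative phosphorylation genes from 0.72 to 1.01. The PFA lamina had medians of 2.16 for histones, 0.77 for ribosomal protein genes (0.22 without PFA replicate 1), 0.68 for oxidative phosphorylation genes (0.19 without PFA replicate 1), -1.73 for small nucleolar and Cajal body RNAs (-1.64 with genes at the floor set to their bound) and -0.77 for long non-coding RNA symbols (-0.50 without PFA replicate 1).

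**Figure D2:**
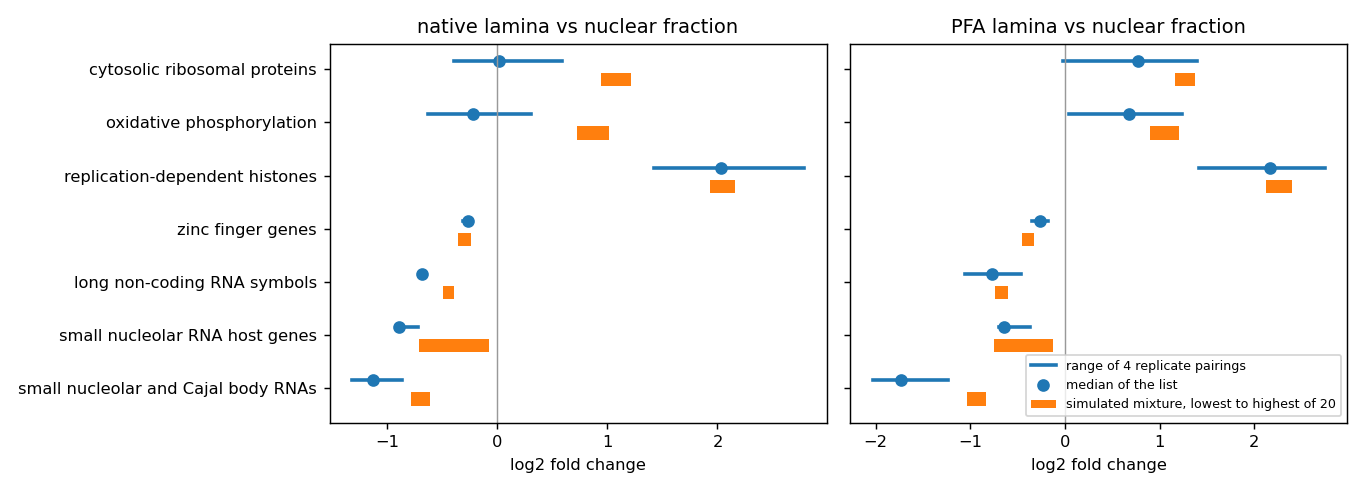
Median log2 fold change of 7 gene lists at the native and the PFA lamina against the nuclear fraction (points), the range over 4 replicate pairings (lines) and the range over 20 simulated mixtures of the fractions (bars). At the native lamina ribosomal protein genes lay at 0.02 and the simulated mixtures at 0.94 to 1.21. With upper-quartile factors these genes lay at -0.12, while the median of all genes moved by -0.15. Zinc finger genes, at -0.27, turned to 0.0077 with total counts, a shift of all genes that left them at -0.21 relative to the median.

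Between the PFA and the native lamina the medians were 0.56 for ribosomal protein genes, 0.78 for oxidative phosphorylation genes and -0.43 for small nucleolar and Cajal body RNAs. Camera called these 3 lists, with adjusted p of 2.99e-06, 5.37e-15 and 9.08e-08, and neither alternative did. Without PFA replicate 1 the first 2 medians fell to 0.17 and 0.31.

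The log2 fold change was also set against exonic length across genes. Spearman's rho was 0.066 for nuclear against cytosolic, 0.175 and 0.218 for the native lamina against the nuclear and the cytosolic fraction, -0.059 and 0.045 for the PFA lamina against them, and -0.335 for PFA against native. Without a filter those of nuclear against cytosolic, of PFA against nuclear and of PFA against cytosolic turned to -0.152, 0.134 and -0.024. Over the 4 pairings rho for PFA against native ran from -0.270 to -0.215, so each pairing was weaker than the value from group means. For PFA against nuclear the pairings ran from -0.119 to 0.060 and had no common direction.

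Domains were compared between G1, S and G2 to ask which parts of the genome stayed at the lamina. There were 378 domains in G1, 303 in S and 388 in G2, with median lengths of 1.10, 1.20 and 1.10 Mb. They covered 601.2, 562.3 and 630.5 Mb, or 19.4%, 18.2% and 20.4% of a span of 3093.4 Mb. All 3 stages shared 504.1 Mb, which is 72.7% of the bases covered in any stage. Bases covered in 1 stage alone came to 25.1 Mb in G1, 9.70 Mb in S and 61.7 Mb in G2. The Jaccard index was 0.843 for G1 and S, 0.802 for G1 and G2, and 0.785 for S and G2. The share of domains of both stages that had at least 1 base in the other stage was 0.875, 0.868 and 0.842. Among 1000 shifts the highest index was 0.179, 0.194 and 0.190, and 0 shifts reached the observed value (permutation p 0.001, one-sided, the smallest that 1000 shifts can give). With 1 list per stage, differences between stages could not be set against replicate error.

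**Figure D3:**
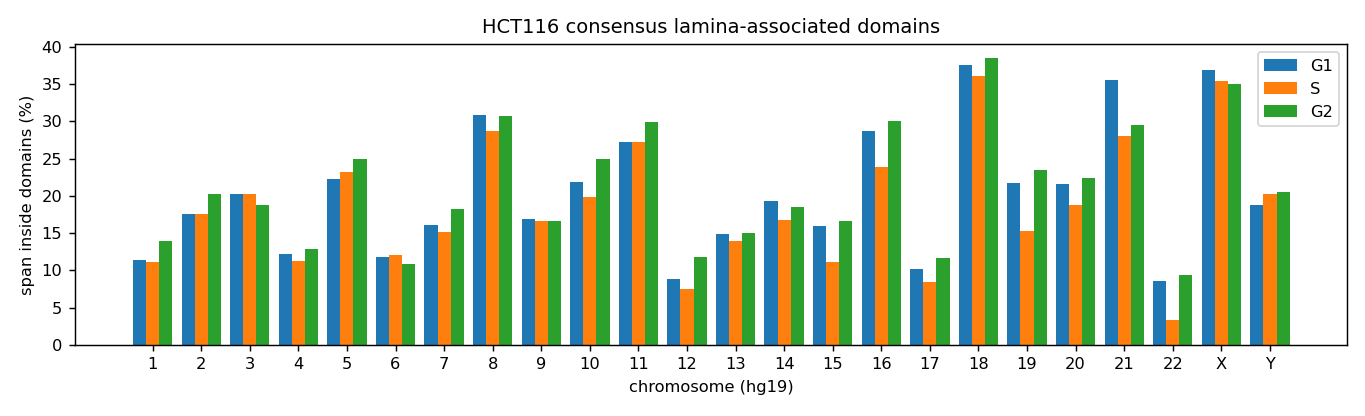
Percent of each chromosome's span (hg19) inside lamina-associated domains of HCT116, with 1 bar per stage. Chromosome 18 had 37.6% in G1, 36.02% in S and 38.5% in G2, and chromosome 22 had 8.59%, 3.32% and 9.37%.

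The longest intervals covered in all 3 stages (hg19) were on chromosome X from 87500001 to 95600000 (8.10 Mb), on chromosome 3 from 73500001 to 81500000 (8.0 Mb), which holds ROBO1 and ROBO2, and on chromosome 5 from 17200001 to 25200000 (8.0 Mb), which holds CDH18 and CDH12. The longest domain without a base in the other stages was on chromosome 14 from 33300001 to 34200000 in G1, on chromosome 3 from 137000001 to 137500000 in S, with SOX14, and on chromosome 5 from 177700001 to 178900000 in G2, with CLK4 and ZNF354A. There were 29 such domains in G1, 2 in S and 48 in G2. Gene density was 3.05 genes per Mb inside G1 domains and 10.2 outside. Of the genes inside, 15.4% passed the filter on counts in HEK293FT, and 63.2% of those outside did.

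The RNA of genes inside domains was compared across the cell lines, as a description only. The 283 tested genes wholly inside G1 domains had a median log2 fold change of -0.185 at the native lamina against the nuclear fraction, at percentile 97.6 of random lists matched on expression and length. The 4 pairings ran from -0.359 to 0.015, and the median was 0.08 without nuclear replicate 1. At the PFA lamina the median was -0.304, at percentile 69.6, and -0.083 without nuclear replicate 1. With S domains the native value was -0.058 at percentile 100, and with G2 domains -0.180 at percentile 94.9.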

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

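The predictions for leaving out PFA replicate 1 were written after the results had been seen, and those for length before the tested values were seen. The lists themselves were picked because they differed.

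3 gene lists differed between the PFA and the native lamina by camera at its preset correlation, which tests the difference between the preparations itself. Ribosomal protein genes had a median log2 fold change of 0.56 (73.2% of 82 genes higher), oxidative phosphorylation genes one of 0.78 and small nucleolar and Cajal body RNAs one of -0.43. Neither fry, with adjusted p of 0.344, 0.134 and 0.112, nor camera with an estimated correlation called any of these lists, and edgeR with its filter called 0 genes between the preparations, with 897 higher and 924 lower at an unadjusted p under 0.05.

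Gene length was weighed as a technical cause, since changes between the preparations fell with exonic length (Spearman's rho -0.335). Against 10000 random lists matched on expression and exonic length, the ribosomal protein median lay at percentile 99.5, the oxidative phosphorylation median at percentile 100 and the small nucleolar median at percentile 0. Matched lists had medians of 0.37 and 0.39 for the first 2 lists, below the observed 0.56 and 0.78. Genes of the same classes of length and expression therefore showed a part of these 2 differences. Matching on length used broad classes, and the shortest class of tested genes ran up to 1722.6 bases. The lists had median exonic lengths of 931.5, 1152 and 129 bases, so length within that class was not controlled. Whether length explains the remaining part therefore stays open. The small nucleolar median was opposite in direction to the trend across all genes, and matched lists had a median of 0.20. Those lists could hold genes far longer than 129 bases, so an effect of length among such short RNAs was not tested.

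A higher content of cytosolic RNA in PFA replicate 1 is a candidate explanation for the first 2 lists. Without that library the ribosomal protein median fell to 0.17 and the oxidative phosphorylation median to 0.31, both within 1 SD of the 4 pairings (0.41 and 0.61), and without PFA replicate 2 they were 0.852 and 1.116. That SD itself includes the gap between the PFA replicates, so the test could not exclude a smaller difference shared by both. Simulated mixtures, which include this content, gave ribosomal protein medians against the nuclear fraction of 1.17 to 1.38 (PFA) and 0.94 to 1.21 (native). For oxidative phosphorylation genes they gave 0.90 to 1.20 and 0.72 to 1.01, so the ranges overlapped for both lists. The observed medians of both preparations lay below these ranges, so the mixtures could not settle how much this content explains. The small nucleolar median was -0.45 without PFA replicate 1, more than 1 SD of its pairings (0.20) from 0, which argues against this cause for that list. It was -0.78 without PFA replicate 2 and -0.35 with genes at the floor set to their bound. Fixation itself, the difference the design names, stays open for all 3 lists and could not be separated from other differences between 2 libraries and 2 libraries. GC content could not be checked.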

How the results depend on the processing

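All alternatives were chosen before the data were examined, and where no cause is given the cause was not tested. Of the 2011 alternative values, those that crossed a threshold or turned direction by more than the spread of pairings follow. Turns of direction of named genes are listed with them even where smaller than that spread. For gene lists and the trend with length, 13 values that turned by less are given apart. With 2 libraries per group, values that leave out a library carry no test.

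Scaling changed the balance of calls. With total counts only, native against nuclear had 1656 genes higher and 237 lower, native against cytosolic 581 lower, PFA against nuclear 511 lower, and 69 genes were above both fractions at the native lamina. This scaling moved the median log2 fold change of all genes by 0.28 and 0.29 for the native lamina against the nuclear and cytosolic fraction, by 0.17 for the PFA lamina against either, and by -0.11 for PFA against native, so small changes are relative to it. The values that turned direction were small. Zinc finger genes went to 0.0077 for native against nuclear and to -0.055 for PFA against native, but relative to the median of all genes lay at -0.21 and 0.0011. LBR had 0.12 for native against nuclear, LMNA 0.11 for native against cytosolic, EMD 0.10 for PFA against cytosolic and GAPDH -0.020 for PFA against native. With upper-quartile factors 412 genes were higher for native against nuclear and 11 were above both fractions, 4 of them among the 7. LMNA turned to -0.07 for PFA against nuclear and EMD to 0.018 for PFA against cytosolic. Upper-quartile factors moved the median of all genes by -0.16 and 0.11 in these contrasts, so both turns include a shift of all genes. DESeq2 size factors lowered the calls of PFA against cytosolic to 35 and 14.

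Without a filter 23649 genes were tested. Native against nuclear had 1240 higher and 1469 lower, native against cytosolic 1851 higher, PFA against nuclear 2002 lower, PFA against cytosolic 988 and 538, and PFA against native 123 and 149. Above both fractions were 24 genes at the native lamina, 44 at the PFA lamina and 6 in both. The correlation of native and PFA changes was 0.724. With at least 10 counts in every library 12381 genes were tested, PFA against cytosolic had 236 and 74, and 16 and 13 genes were above both fractions in the native and PFA preparation. LMNA went to -0.045 for PFA against nuclear.

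The Wald test of DESeq2 gave 973 genes higher for native against nuclear, 551 and 449 for PFA against cytosolic, 72 and 181 for PFA against native, and 19 and 20 genes above both fractions. On simulated data it made more false calls than edgeR. Fits of only the 4 libraries compared raised the calls of native against nuclear to 2013 and 2355 and of native against cytosolic to 1832 and 1758, and lowered PFA against nuclear to 355 and 249 and the genes higher in PFA against cytosolic to 34. They gave 59 genes above both fractions at the native lamina. A minimum change of 2-fold, and the restriction to genes of at least 300 bases on 1 chromosome, kept every count of calls within 1.5 times.

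The replicate numbers are shared between groups, and no label says that they pair the libraries. Deviations from the group means correlated at 0.280 for nuclear and cytosolic, 0.158 for nuclear and native, 0.095 for cytosolic and native, 0.00012 for nuclear and PFA, -0.067 for cytosolic and PFA and 0.321 for native and PFA libraries of the same number. With a replicate block, native against nuclear had 961 and 885 calls, PFA against cytosolic 279 and 125, and 26, 21 and 5 genes were above both fractions in the native, the PFA and both preparations. The other 8 counts stayed within 1.5 times.

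The gene list tests fell from 32 calls to 17 with fry and to 0 with an estimated correlation, and were 30 to 32 under the other alternatives.

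The trend with exonic length depended on the filter. Without one, rho turned to -0.152 for nuclear against cytosolic, to 0.134 for PFA against nuclear and to -0.024 for PFA against cytosolic, and it was 0.037 for native against cytosolic and -0.147 for PFA against native. With at least 10 counts in every library it was 0.313 for nuclear against cytosolic, 0.053 and 0.468 for native against the nuclear and the cytosolic fraction, -0.295 and 0.184 for PFA against them, and -0.504 for PFA against native. With genes of at least 300 bases it was 0.256 for native against cytosolic and -0.385 for PFA against native.

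Leaving out each library in turn, between 99.97% and 100% of called genes kept their direction in 13 counts over 60 fits, which is near certain for genes already called and says little about stability. The correlation of native and PFA changes ran from 0.693 to 0.845 (Spearman's rho 0.691 to 0.855). The trend with length ran from 0.028 to 0.098 for nuclear against cytosolic, from 0.092 to 0.247 for native against nuclear, from 0.195 to 0.231 for native against cytosolic, from 0.030 to 0.077 for PFA against cytosolic and from -0.331 to -0.240 for PFA against native. The median of genes inside G1 domains ran from -0.302 to 0.079 at the native lamina, turning without nuclear replicate 1, and from -0.436 to -0.083 at the PFA lamina. List medians that turned by more than the spread of pairings ran from -0.021 to 0.52 for host genes in native against cytosolic (without cytosolic replicate 1), from -0.11 to 0.38 for small nucleolar RNAs in PFA against cytosolic (without PFA replicate 2) and from -0.0092 to 0.074 for zinc finger genes in PFA against native (without PFA replicate 1).

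Among named genes, PFA against cytosolic ran from -0.57 to 1.77 for MALAT1, from -1.10 to 1.67 for NEAT1, from -0.56 to 3.03 for XIST and from -0.93 to 3.8 for KCNQ1OT1, all turning without PFA replicate 2, and from -0.29 to 0.14 for EMD. For native against nuclear GAPDH ran from -0.024 to 1.48 and LMNA from -0.020 to 0.41. LMNA ran from -0.40 to 0.05 for native against cytosolic and from -0.072 to 0.23 for PFA against nuclear. For PFA against native the ranges were -3.997 to 0.77 for KCNQ1OT1, -0.37 to 0.51 for GAPDH, -0.51 to 0.23 for ACTB, -0.17 to 0.036 for EEF1A1, -0.33 to 0.10 for LMNA and -0.25 to 0.15 for LBR. None of the genes in this paragraph was called in the contrast given for it.

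Within the spread of pairings, ribosomal protein genes in native against nuclear turned to -0.0012 with DESeq2 size factors, -0.12 with upper-quartile factors, -0.075 with at least 10 counts and -0.011 with genes of at least 300 bases, and to -0.27 and -0.18 without nuclear and without native replicate 1. Oxidative phosphorylation genes turned there to 0.065 with total counts and 0.050 without native replicate 2. The median of all genes moved there by -0.020 with DESeq2 size factors, -0.15 with upper-quartile factors and 0.28 with total counts. Turns under these scalings therefore include a shift of all genes. For PFA against native, histones turned to 0.10 without PFA replicate 2 and 0.32 without native replicate 1, and long non-coding RNA symbols to 0.23 without PFA replicate 1 and 0.042 without native replicate 2. The trend with length in PFA against nuclear turned to 0.0027 without nuclear replicate 1.

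Of the named genes, 12 other values lost and 29 gained a call under an alternative, and 35 moved by more than the spread of pairings when a library was left out. Of the list medians, 74 moved by more than that spread.

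In place of the Jaccard index, the share of domains of both stages with at least 1 base in the other was 0.875 for G1 and S, 0.868 for G1 and G2 and 0.842 for S and G2. With at least 0.5 of their length in the other it was 0.824 for G1 and G2 and 0.818 for S and G2. Leaving out chromosomes X and Y or short domains moved none of the 10 domain values by more than its limit. The depth of PFA replicate 2, the lowest with 2321291 counts, puts its floor at 1.29 CPM, so lower RNAs were not detectable there.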

Other observations

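Every explanation here was put forward after its pattern had been seen. The predictions for the tests of depth, genomic DNA, low oxygen and immediate early genes were written before the tested value was seen, and the others after.

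PFA replicate 1 resembled the cytosolic fraction more than PFA replicate 2 did, with fitted weights of nuclear RNA of 0.196 and 0.550. A swap with a cytosolic library is argued against by its LMNB1 share of 8.89%, since the cytosolic libraries had at most 0.520%. In 20 random thinnings to the total of PFA replicate 2 the median weight was 0.196, with a range from 0.195 to 0.198. Random thinning keeps the expected share of each gene, and the scaling factor was held fixed, so the weight could hardly change. The thinnings show only that counting error at that depth was small, and they do not test other effects of depth. A few abundant genes would move all others by 1 factor. Without RNR1, RNR2, MIR6087 and LMNB1, the median log2 difference of PFA replicate 1 from replicate 2 was -0.93 in 4314 genes higher in the nuclear fraction and 0.47 in 3496 higher in the cytosolic fraction. This gap of -1.39, against at most 0.24 in size in the other replicate pairs, argues against them. What differed between these libraries stays open, and no biological explanation was tested, since both carry the same labels.

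A mixture of nuclear and cytosolic RNA, at the fitted weight of each library, was tested as the source of the native lamina changes. Such a mixture gave a Pearson correlation with the PFA changes as high as the observed one. Its Spearman's rho, 0.836 to 0.848, lay above the observed 0.820. It gave ribosomal protein genes a median log2 fold change against the nuclear fraction of 0.94 to 1.21 in 20 simulations, while the observed median was 0.019 with pairings from -0.40 to 0.59. In 5 of the 7 lists all pairings lay apart from the simulated values, which argues against such a mixture as the whole cause. Histones and zinc finger genes lay at the value of the mixture. A mixture together with a further difference, such as in RNA length, stays open.

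Genes high in the nuclear fraction and at the floor in both cytosolic libraries numbered 905. Genomic DNA in the nuclear libraries was tested with 376 olfactory receptor genes, taken as silent. Their median read density in the nuclear libraries divided by that of the 905 genes was 0, the ratio of means was 0.0121, and 29 of them had a count in both nuclear libraries. This argues against genomic DNA as the source of those genes' counts.

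Among the genes below both fractions at the lamina or lowest against the cytosolic fraction were some known to respond to low oxygen, and lower expression of such genes in the cells of the lamina libraries may be a cause. A list of 31 such genes, without 3 already seen, had 30 tested members. Against the lower of the fractions its median lay at percentile 1.58 of random lists matched on expression at the native lamina and at percentile 0 at the PFA lamina. The median itself was 0.28 at the native lamina, above the lower fraction, and -0.23 at the PFA lamina. The percentiles met the condition set in advance and the sign at the native lamina did not. The rule for reading both together was put into code only after the values had been seen, and with the percentiles alone the test would have favoured this explanation. The random lists were not matched on the ratio of the fractions. This explanation and an effect of the lamina preparations on such RNAs cannot be told apart.

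Higher expression of immediate early genes was tested as a source of the genes above both fractions. A list of 26 such genes lay at percentile 95.6 at the native lamina and at percentile 42.8 at the PFA lamina, inside the central 95% of random lists in both. The condition set in advance was not met, and the medians against the higher of the fractions were -0.31 and -0.43, with 8 and 7 of the 26 genes above it. Random lists were also negative, with medians of -0.52 and -0.41, so neither the sign nor a percentile inside that range excludes a smaller rise. Such a rise and an effect of labelling cannot be told apart for these genes.

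The share of LMNB1 was higher in all 4 lamina libraries than in the 4 fraction libraries. Its 2 native replicates differed by 1.55 on the log2 scale, at percentile 99.5 among the 200 other most abundant genes, and its PFA replicates by 0.25, at percentile 26.0. A different level of the construct in the transfected cells could give such a gap, and so could a difference in labelling of its transcript. These cannot be told apart, since no library of unfractionated transfected cells was compared.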
